A study of Mus musculus with 4 samples. Its data were reported in "Endothelial‐specific telomerase inactivation causes telomere‐independent cell senescence and multi‐organ dysfunction characteristic of aging" (2024).

How the data were processed

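Single-cell RNA sequencing had been run on cells from mouse adipose tissue, with 4 libraries in 4 groups and 1 library per group. The groups were WT and KO in subcutaneous (SC) and visceral intraperitoneal (IP) tissue. Both genotypes carried Tie2e-cre, a recombinase driven by regulatory sequence of Tie2, and mTmG, a reporter that switches from tdTomato to GFP in cells where the recombinase has acted. The KO carried the floxed Tert alleles and the WT the unmodified gene. The mice were male and 7 months old, with 5 months of high-fat diet. The number of mice behind a library is not stated in the labels, which name both cells and nuclei as the loaded material.

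The deposited values were raw UMI counts per gene and cell barcode, which the authors made with Cell Ranger 7.0.0 per the file headers from 10x Genomics Chromium 3' libraries. Each table held 32290 features, of which 5 were reporter sequences added to the mouse genes. The genome build, the use of intronic reads and the rule for calling cells are not stated in the labels or in the study's main text. Its supplement was not available here. Intronic reads, if counted, raise long genes, and reads that match near-identical gene copies can be dropped or moved between them. Coordinates were therefore taken by matching gene identifiers to the GENCODE annotation of GRCm38, where 32158 identifiers matched.

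Barcodes with at least 200 genes and at most 25% mitochondrial UMIs were kept. Doublets were called per library with Scrublet in scanpy 1.11.5 at an expected rate of 5% and removed. The caller marked 0.556% of the filtered barcodes. The 4 libraries were log-normalised and clustered together without batch correction, using 2000 variable genes, 30 principal components, 15 neighbours and Leiden clustering at resolution 1. Reporters, sex genes, Tert, immunoglobulin variable genes and mitochondrially encoded genes were kept out of the clustering. This gave 22 clusters. A cluster took the class with the highest share of its markers detected, if these were at least 3. A marker counted as detected when it was at least 2 times as high as in the other cells and seen in at least 10% of the cluster's cells. Clusters stayed unnamed when their 10 leading genes held more markers of another class or at least 3 cell-cycle genes, or when they had low depth and no marker of the class among those genes. Tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9, scikit-learn 1.9.0, anndata 0.12.19 and matplotlib 3.10.9.

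For gene comparisons, UMI counts were summed per class and library and scaled to CPM of the class total. Genes with at least 20 UMIs in both libraries together were compared as log2 ratios, KO against WT within a depot, after adding 0.5 UMI. Classes needed at least 30 cells in both libraries. A gene list was summarised by the median log2 ratio of its genes, for lists with at least 5 genes compared. That median was placed among 10000 random lists of the same size matched on mean expression, within 50 ranks of each gene. Its interval came from 1000 Poisson redraws. A list is described as shifted when its interval left out 0 and its percentile was under 2.5 or over 97.5. The lists were senescence regulators, SASP (senescence-associated secretory phenotype), hypoxia/HIF1 targets, glycolysis, mitochondrially encoded and nuclear OXPHOS, TCA cycle, fibrosis/ECM, CLEAR lysosomal, autophagy/sirtuin, proliferation, adipogenic, dissociation/immediate early, cytosolic ribosomal, lymph node and sex genes.

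With 1 library per group no test within a depot was possible. No test of genotype across the depots was run, and no p-value or number of changed genes is given. Counts carry exact Poisson intervals and shares exact Clopper-Pearson binomial intervals. Ratios carry exact conditional binomial intervals. All are 95% intervals that cover counting error only, not differences between mice, except where cells were resampled 1000 times within a library, which also covers differences between its cells. A count of 0 was taken to allow up to 3 counts.

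Named genes were Tert and a fixed list, together with the 5 largest rises and 5 largest falls in adipose stromal cells (ASC). That ranking used genes with at least 50 UMIs in KO and WT together in each depot that changed the same way in both, ordered by the smaller of the 2 absolute log2 ratios. Markers and mitochondrially encoded, ribosomal, immunoglobulin, haemoglobin and sex genes were left out. The groups, markers, lists, gene rule and alternatives were chosen before the data were examined, except for a pair of alternatives added later that are named as such in the text. Of the explanations tested in the closing text, 4 had their tests stated in advance.

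The gene and list statistics were tested on simulated counts in which 200 genes had known changes. For ASC of SC, with 9533 genes, 97.0% of intervals held the true value and a list raised by 0.5 was estimated at 0.49. For ASC of IP, with 12161 genes, 98.0% did and the same rise was estimated at 0.45. A list lowered by the same amount was estimated at -0.57 in SC and -0.62 in IP, with intervals that held the true value. Of 200 unchanged lists, 6.0% in SC and 4.5% in IP fell outside the percentile limits. The simulated counts were independent Poisson draws and the unchanged lists random genes, as the intervals and percentiles assume. The simulation therefore does not give the error rate for genes that vary together, or under spread between cells or mice.

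Alternatives changed the minimum of genes (500), the mitochondrial limit (10% or none), the removal of doublets, the clustering (resolution 0.5, resolution 2, each library on its own), the denominator, the scaling, the weighting of cells or clusters, the UMI minimum (10 or 100) and the added value (1 UMI). No paired analysis was run because each group had 1 library and no label links a library to a mouse. Endothelial cells (EC) were not compared because no cluster could be named for them.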

Results

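Cells from adipose tissue of WT and EC-Tert-KO mice were profiled in both depots. The 4 tables held 4927 barcodes and 49915547 UMIs. WT SC had 1187 barcodes and 11222693 UMIs, and KO SC had 2115 barcodes and 15533961 UMIs. WT IP had 925 barcodes and 13143692 UMIs, and KO IP had 700 barcodes and 10015201 UMIs. After filtering, 968 cells of WT SC, 1955 of KO SC, 672 of WT IP and 518 of KO IP remained. The median depth was 7459 UMIs in WT SC, 6706 in KO SC, 13047 in WT IP and 10232 in KO IP. Barcodes with fewer than 200 genes numbered 204, 133, 239 and 171 in the same order, and haemoglobin made up 97.6% of their UMIs in WT SC and 97.7% in both KO libraries. There were no replicates, so no difference below could be set against a spread between mice.

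The libraries were first checked for Tert, the targeted gene (ENSMUSG00000021611, GRCm38 chromosome 13, 73626911 to 73649843, plus strand, protein coding). Over all barcodes, Tert had 3 UMIs in WT SC, 2 in KO SC, 8 in WT IP and 9 in KO IP. In kept cells this was 0.324 CPM in WT SC (0.0668 to 0.946) and 0.138 in KO SC (0.0167 to 0.499). It was 0.731 in WT IP (0.316 to 1.44) and 1.05 in KO IP (0.482 to 2.001). The study compared Tert in ASC of IP and in B cells of SC. ASC-like cells of IP had 7 UMIs in KO and 8 in WT, a log2 ratio of 0.32 (-1.37 to 1.98). B cell-like cells of SC had 2 UMIs in KO and 1 in WT, a log2 ratio of 0.64 (-3.63 to 6.52). No Tert UMI was found in ASC-like cells of either SC library, which allows up to 1.83 CPM in WT and 1.89 CPM in KO. A difference in Tert was not detectable at this depth. The kept cells held 1 Xist UMI in WT SC and 0 in the other libraries. The 4 Y-linked genes of the sex list together reached 278 CPM in WT SC, 445 in KO SC, 210 in WT IP and 309 in KO IP, and Tsix had 3, 1, 1 and 1 UMIs.

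Endothelial cells could not be compared. At resolution 1, the cluster closest to EC held 32 cells, with 3 cells in WT SC, 4 in KO SC, 18 in WT IP and 7 in KO IP, and lymphatic EC markers led it.

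The first question was whether the presence of T cells and B cells differed between KO and WT. T cell-like cells made up 57.1% of kept cells in KO SC (54.9% to 59.3%) and 44.2% in WT SC (41.1% to 47.4%), a log2 ratio of 0.37 (0.21 to 0.53). The alternative that moved this ratio most was a minimum of 500 genes per cell, which gave 0.56. B cell-like cells made up 24.3% in KO SC (22.5% to 26.3%) and 31.6% in WT SC (28.7% to 34.6%), a log2 ratio of -0.38 (-0.59 to -0.16). Of leukocytes alone, T cell-like cells were 67.6% in KO SC and 53.4% in WT SC, and B cell-like cells were 28.8% and 38.2%. In IP, T cell-like cells were 16.0% in KO (12.97% to 19.5%) and 9.23% in WT (7.15% to 11.7%), a log2 ratio of 0.80 (0.30 to 1.30). Calling T cells by their own marker UMIs, an alternative chosen after the data were seen, gave 28.0% in KO IP (24.2% to 32.1%) and 23.2% in WT IP (20.1% to 26.6%), a log2 ratio of 0.27 within counting error (-0.07 to 0.61). Clustering each library on its own gave 1.26. B cell-like cells were 4.83% in KO IP and 3.27% in WT IP, and this difference lay within counting error (log2 ratio 0.56, -0.33 to 1.46).

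**Figure D1:**
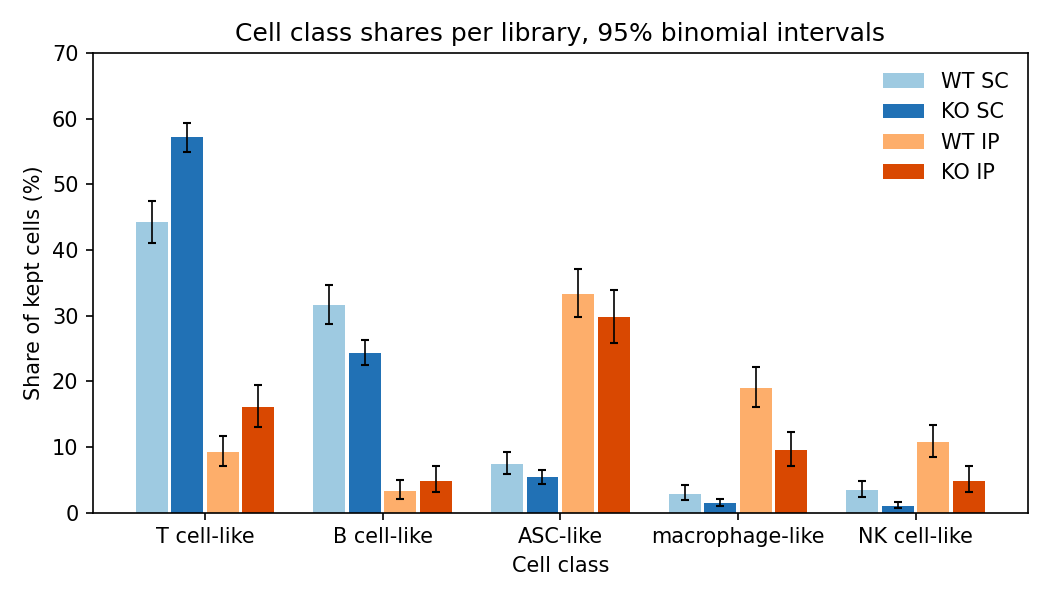
Bars give the share of kept cells (percent, vertical axis) in 5 cell classes (horizontal axis) for the 4 libraries, and lines give 95% binomial intervals that cover counting error only. T cell-like cells reached 57.1% in KO SC and 44.2% in WT SC, and B cell-like cells 24.3% and 31.6%.

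Other classes also differed. NK cell-like cells were 1.07% in KO SC and 3.51% in WT SC (log2 ratio -1.71, -2.57 to -0.88), and 4.83% in KO IP and 10.7% in WT IP (-1.15, -1.87 to -0.48). Macrophage-like cells were 1.43% in KO SC and 2.89% in WT SC (-1.01, -1.82 to -0.21), and 9.46% in KO IP and 19.0% in WT IP (-1.01, -1.52 to -0.52). ASC-like cells were 5.37% in KO SC and 7.44% in WT SC (-0.47, -0.92 to -0.02). This sign was lost when unnamed clusters were counted under their closest class (0.085), another alternative chosen after the data were seen. In IP, ASC-like cells were 29.7% in KO and 33.3% in WT, within counting error. Mesothelial-like cells were 33 in KO IP and 5 in WT IP, and neutrophil-like cells 22 and 3. Under the alternatives the log2 ratio of NK cell-like cells ran from -1.74 to -0.60 in SC and from -1.26 to -0.53 in IP. That of macrophage-like cells in SC ran from -2.24 to -0.92, and that of mesothelial-like cells in IP from 0.94 to 3.33. Unnamed clusters held 9.36% of KO SC, 7.44% of WT SC, 23.0% of KO IP and 20.7% of WT IP.

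Within the lymphocytes of SC, clusters moved apart. Of the B cell-like clusters, number 2 fell (log2 ratio -2.23, -2.76 to -1.72), number 8 rose (0.45, 0.02 to 0.89) and number 0 was within counting error (-0.09). Of the T cell-like clusters, number 1 rose by 1.41 (0.71 to 2.17), number 3 rose by 0.84 (0.59 to 1.10) and number 5 fell by 0.56 (interval -0.88 to -0.25) on the log2 scale.

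The depots differed in both genotypes. From SC to IP, the log2 ratio of the B cell-like share was -3.27 in WT and -2.33 in KO, and that of T cell-like cells -2.26 and -1.83. ASC-like cells were higher in IP by 2.16 in WT and 2.47 in KO, macrophage-like cells by 2.72 in both, and NK cell-like cells by 1.61 and 2.17. Under the alternatives the NK cell-like ratio ran from 1.41 to 1.71 in WT and from 0.17 to 2.18 in KO. The macrophage-like ratio ran from 2.48 to 4.43 in WT and from 2.46 to 5.62 in KO.

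The study asked next whether ASC of KO tissue changed in hypoxia, senescence, mitochondrial, lysosomal, autophagy and fibrosis genes. There were 105 ASC-like cells in KO SC, 72 in WT SC, 154 in KO IP and 224 in WT IP. Their median depth was 16171 UMIs in KO SC and 26166.5 in WT SC, but 25701 in KO IP and 26143.5 in WT IP. In SC, the cells compared therefore differed in depth between KO and WT. The fibrosis/ECM list fell in both depots. Its median log2 ratio was -0.74 in SC (-0.80 to -0.67, percentile 0.0), where all 20 genes were lower, and -0.20 in IP (-0.24 to -0.16, percentile 1.34), where 13 of 20 were lower. A minimum of 500 genes per cell moved the SC value most among the alternatives, to -1.20. Cells were clustered anew under that minimum, which also changed the set of ASC compared. These came from a cluster of 68 cells in KO SC and 46 in WT SC, and another of 0 and 3. In a further test chosen after the data were seen, low-depth cells closest to ASC were counted in and each cell was weighted equally, and the SC value was -0.17 (-0.38 to 0.15). The autophagy/sirtuin list rose in SC (0.27, 0.12 to 0.42, percentile 99.7) and was within counting error in IP (-0.05). The CLEAR lysosomal list was -0.16 in SC (percentile 6.36) and -0.13 in IP (-0.21 to -0.04, percentile 1.17).

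Hypoxia/HIF1 targets were within counting error in SC (-0.04) and at 0.19 in IP (0.09 to 0.29), at percentile 96.9, inside the limits of random lists. Glycolysis was -0.13 in SC (percentile 12.3) and -0.15 in IP (-0.25 to -0.04, percentile 2.37). Senescence regulators were within counting error in both depots, at -0.10 (-0.36 to 0.15) and 0.11 (-0.13 to 0.29). SASP was -0.16 in SC (percentile 5.85) and -0.24 in IP (-0.33 to -0.13, percentile 0.040). Mitochondrially encoded OXPHOS was -0.17 in SC (-0.22 to -0.11, percentile 4.11) and -0.06 in IP (percentile 44.0). Nuclear OXPHOS was -0.05 in SC (percentile 29.96) and -0.17 in IP (-0.20 to -0.14, percentile 0.0), and the TCA cycle -0.08 (percentile 28.2) and -0.15 (-0.26 to -0.04, percentile 1.55). In IP the glycolysis list stayed beyond the random lists under 8 of 15 alternatives and the TCA cycle under 10 of 15.

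Lists outside the study's question were computed alike. The dissociation/immediate early list rose in SC (0.39, 0.34 to 0.44) and fell in IP (-0.22, -0.29 to -0.15). The cytosolic ribosomal list was 0.27 in SC (percentile 99.99) and -0.04 in IP (percentile 82.6). Proliferation was -0.27 and -0.19, and the adipogenic list 0.19 and -0.06, none of them shifted.

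**Figure D2:**
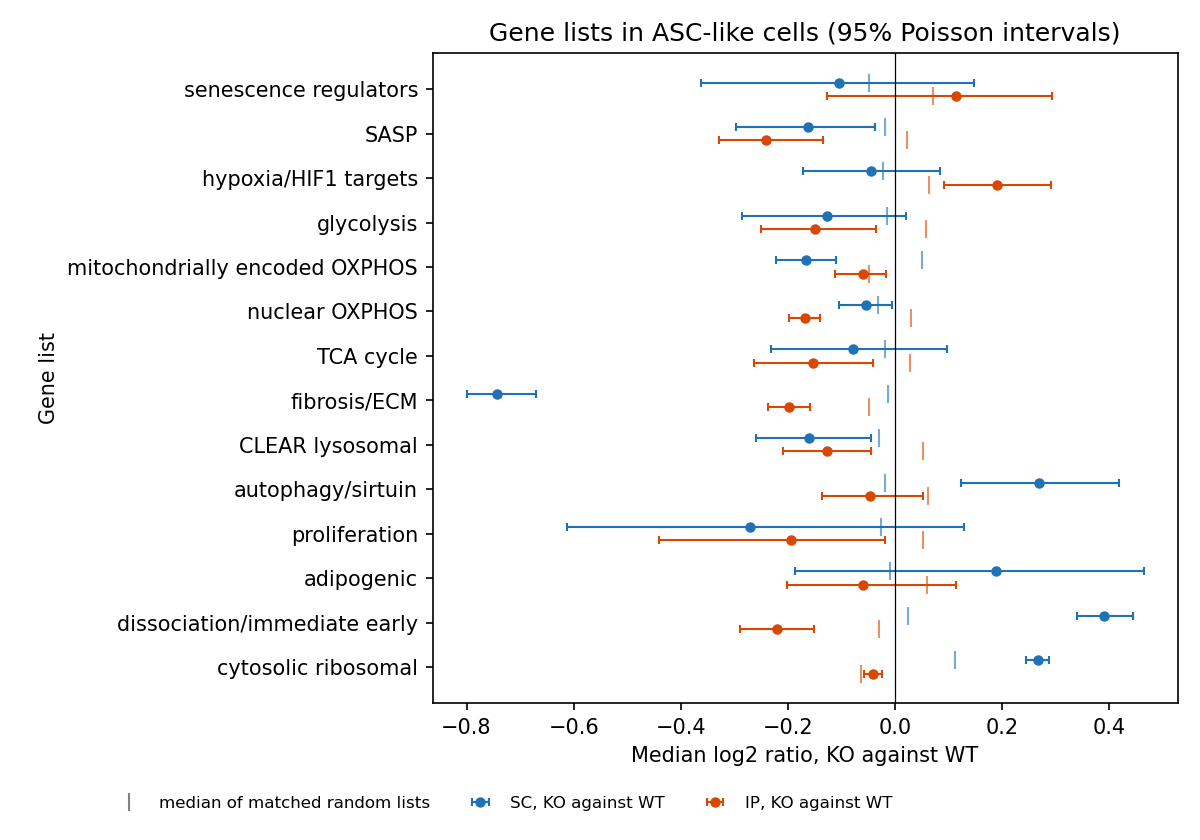
Points give the median log2 ratio (horizontal axis) of each gene list (vertical axis) in ASC-like cells, KO against WT, in SC and in IP, with 95% Poisson redraw intervals that cover counting error only, and ticks give the median of matched random lists. The fibrosis/ECM list lay at -0.74 in SC and -0.20 in IP, and the dissociation/immediate early list at 0.39 and -0.22.

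Of the genes fixed in advance, Cdkn1a was higher in KO ASC of both depots, by a log2 ratio of 0.25 in SC (0.06 to 0.43) and 0.22 in IP (0.06 to 0.39). Vegfa was also higher, by 0.97 (0.68 to 1.27) and 0.41 (0.08 to 0.75). In ASC of IP the median of all genes was 0.064, and -0.025 with median-of-ratios scaling. This common shift exceeded the lower limits of Cdkn1a and Vegfa in IP, so their rises beyond counting error there depend on the scaling. Hif1a was within counting error in SC (-0.13) and higher in IP (0.67, 0.50 to 0.83). Ldha was within counting error in SC (-0.08) and lower in IP (-0.47, -0.60 to -0.33). The transcripts mt-Nd1 (-0.25 in SC, -0.21 in IP), mt-Cytb (-0.36, -0.24), mt-Co2 (-0.23, -0.28) and mt-Atp6 (-0.14, -0.24) were lower in both depots beyond counting error, and mt-Atp8 was within it. Trp53, Cdkn2d and Hk1 were within counting error in both depots. Cdkn2a had 9 UMIs in KO IP and 7 in WT IP, Cdkn2b had 15 and 20, and Chek1 had 16 and 15, so differences were not detectable there. In SC, Chek1 had 0 UMIs in KO and 6 in WT, fewer than the 20 UMIs asked of a compared gene, and counting error allows a log2 ratio of at most -0.19. Slc2a1 was lower in IP (-0.63, -1.24 to -0.08). Ppargc1a had 55 UMIs in KO IP and 25 in WT IP, a log2 ratio of 1.64 (0.95 to 2.40).

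By the rule of size, 6872 genes were eligible and 54.8% of them changed the same way in both depots. The largest rises were Gm10260 (log2 ratio 5.90 in SC and 6.05 in IP), Gm11361 (3.62 and 3.87), Tango6 (1.83 and 2.04), Inmt (2.88 and 1.69) and Rcan2 (1.46 and 1.94). The largest falls were Gm8797 (-3.63 and -3.55), Timp1 (-2.74 and -1.67), Mgp (-3.28 and -1.45), Thbs1 (-1.28 and -1.41) and Col8a1 (-2.43 and -1.27). Gm10260 (chromosome 13, 97760072 to 97760632), Gm11361 (chromosome 13, 28257528 to 28258134) and Gm8797 (chromosome 3, 5750806 to 5751295) are uncertain because they share sequence with near-identical genes. Of the 25-base words of their annotated transcripts, 73.7% and 73.2% of those of Gm10260 and Gm11361 occur in Rps18. Of those of Gm8797, 94.4% occur in Gm1821 and 88.6% in Ubb. Tango6 lies on chromosome 8 (106683068 to 106851439), Inmt on chromosome 6 (55170626 to 55175043) and Rcan2 on chromosome 17 (43801351 to 44039516). Timp1 lies on chromosome X (20870166 to 20874735), Mgp on chromosome 6 (136872435 to 136875823), Thbs1 on chromosome 2 (118111876 to 118127133) and Col8a1 on chromosome 16 (57624258 to 57754737). All 10 are annotated as protein coding in GRCm38. Timp1 and Thbs1 also belong to the fibrosis/ECM list.

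Across 9457 genes, the log2 ratios of ASC in SC and IP correlated with Pearson's r of 0.193 (0.177 to 0.210) and Spearman's rho of 0.146. Simulated pairs without change, which cover counting error only, gave r between -0.0254 and 0.0262. Whether the SC and IP libraries of a genotype came from the same mice is not stated in the labels or in the study's main text. If they did, differences between mice alone would give a positive r. Genes are not independent replicates. The alternative that moved r most was a minimum of 100 UMIs, at 0.269.

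The study described like responses in other cells. T cells of both depots, B cells of SC and macrophages of IP had enough cells. The scaling mattered here, since the median of all genes was -0.13 in T cells of SC and 0.14 in T cells of IP, against 0.02 in both with median-of-ratios scaling, and -0.09 against 0.03 in B cells of SC. Values below are therefore list medians relative to matched random lists. In T cells of SC, SASP was at -0.38, the TCA cycle at -0.20, the mitochondrially encoded list at -0.13, the dissociation list at -0.12 and nuclear OXPHOS at -0.07. In T cells of IP, SASP was at -0.63, proliferation at -0.51, ribosomal genes at -0.11 and hypoxia/HIF1 targets at 0.32. The alternative that moved these lists most was clustering each library on its own, under which the proliferation median in T cells of IP was 2.40 in place of -0.39. In B cells of SC, the dissociation list was at -0.42, CLEAR at -0.15 and ribosomal genes at 0.07, and none of these stayed beyond the random lists when clusters were weighted equally. In macrophages of IP, proliferation was at -1.79, SASP at -0.52, the adipogenic list at -0.46, nuclear OXPHOS at -0.17, the mitochondrially encoded list at 0.28 and fibrosis/ECM at 0.67, over 7 genes. Of the unadjusted medians of these 18 shifted lists, 7 of 261 values under the alternatives had the opposite sign, all of them in T cells and in macrophages of IP. Among these, the mitochondrially encoded and nuclear OXPHOS lists in T cells of SC were turned by the common shift of median-of-ratios scaling. Their percentiles stayed at 1.86 and 1.21 under that scaling. Across the alternatives, however, they kept their side of the random-list limits in only 10 of 15 and 9 of 15 values. The shifted hypoxia/HIF1 targets in T cells of IP did so in 9 of 15. Hypoxia/HIF1 targets (0.16, percentile 98.7) and proliferation (0.25, percentile 98.98) in T cells of SC also lay beyond the random lists. So did nuclear OXPHOS in T cells of IP (-0.155, percentile 0.54). They were not called shifted because the intervals of their unadjusted medians held 0, which depends on the scaling. The remaining lists were not shifted in these classes or had fewer than 5 genes there.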

Values the study reported

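The study reported no difference in Tert mRNA between KO and WT in ASC of visceral tissue (p = 0.4). For B cells of subcutaneous tissue it gave p = 0.8.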

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

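The tests of handling, cluster mix and free RNA in this part were chosen only after the result was seen.

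The dissociation/immediate early list in ASC drew attention because it moved in opposite directions in the 2 depots, and each value lay beyond counting error. Its median log2 ratio, KO against WT, was 0.39 in SC and -0.22 in IP. With 1 library per group, the difference between depots was not tested. A shift in the mix of named ASC clusters is argued against. The smallest rise among those of SC with enough genes was 0.27 (0.17 to 0.39). In the low-depth cells closest to ASC alone, the list was within counting error (0.064, -0.11 to 0.23). The rise held with these cells counted in and each cell weighted equally (0.45, 0.15 to 0.72). Free RNA from lymphocytes is argued against because B cell markers in ASC of KO SC reached 0.795% of their level in B cells (0.0735% in WT SC). Handling that acted on a whole library stays open, a reading that replaced an exclusion after the values by cluster were computed. In B cells of the same SC pair the list was at -0.46 (-0.65 to -0.30), but at -0.086 with clusters weighted equally. Of the T cell clusters of SC, number 1 rose (0.42, 0.27 to 0.60) and numbers 4, 5 and 13 fell (-0.23, -0.25 and -0.51). Number 3, the largest of them, was within counting error (-0.003, -0.086 to 0.073). A response of ASC alone to dissociation stays open, and so does a difference between the mice or an effect of genotype that depends on depot, none of which these libraries can separate.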

How the results depend on the processing

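The alternatives that counted unnamed clusters under their closest class and called T and B cells by their own marker UMIs, and the tests built on them, were chosen only after the result was seen.

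Among the 11 shifted lists of ASC, the sign was kept in 165 of 165 values under the alternatives, and the side of the random-list limits in 148 of 165. The 6 lists that stayed beyond the limits throughout were fibrosis/ECM, dissociation and ribosomal genes in SC, and SASP, CLEAR and dissociation in IP. Glycolysis in IP did so in 8 of 15, the TCA cycle in IP in 10, autophagy/sirtuin in SC and fibrosis/ECM in IP in 13, and nuclear OXPHOS in IP in 14. In the other classes the 18 shifted lists kept their sign in 254 of 261 values and their side of the limits in 219 of 261. Class shares beyond counting error kept their sign in 180 of 181 values, and the correlation between depots in 15 of 15.

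A minimum of 500 genes per cell moved the T cell share of SC to 0.56 (log2 ratio). It moved the ASC lists of SC to -1.20 for fibrosis/ECM, -0.29 for the TCA cycle and -0.29 for the mitochondrially encoded list, and turned SASP in T cells of IP to 0.012. Calling T cells by their own marker UMIs moved their share of IP to 0.27, within counting error (-0.07 to 0.61). Counting unnamed clusters under their closest class turned the ASC share of SC to 0.085, and moved fibrosis/ECM to -0.66 and the mitochondrially encoded list to -0.076 in ASC of SC. The first of these follows from its construction, since the low-depth cluster closest to ASC held 105 cells in KO SC and 26 in WT SC. At resolution 2 the mitochondrially encoded list of ASC in SC was at -0.085.

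With each library clustered on its own, ASC of SC had -0.090 for the mitochondrially encoded list and -0.10 for nuclear OXPHOS. ASC of IP had -0.013 for glycolysis, -0.14 for the mitochondrially encoded list, -0.038 for nuclear OXPHOS, -0.035 for the TCA cycle and -0.13 for fibrosis/ECM. In T cells of IP, proliferation turned to 2.40 and ribosomal genes to 0.12. Macrophages of IP could not be compared there.

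Median-of-ratios scaling moved ASC lists of IP to -0.33 for SASP, -0.15 for the mitochondrially encoded list, -0.26 for nuclear OXPHOS, -0.29 for fibrosis/ECM and -0.22 for CLEAR. It turned the mitochondrially encoded list in T cells of SC to 0.040 and nuclear OXPHOS to 0.0088, by a common shift of all genes that left their percentiles at 1.86 and 1.21. The mean of per-cell values gave 0.22 for senescence and -0.83 for fibrosis/ECM in ASC of SC. In ASC of IP it gave 0.049 for the mitochondrially encoded list, -0.21 for nuclear OXPHOS, -0.16 for fibrosis/ECM and 0.16 for autophagy/sirtuin, and in macrophages of IP it turned SASP to 0.031. Genes with at least 100 UMIs gave -0.030 for SASP in ASC of SC, and equal weights for clusters gave 0.023 for nuclear OXPHOS there. Without a mitochondrial filter, proliferation in macrophages of IP turned to 0.10.

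The correlation between depots was 0.213 at resolution 0.5, 0.215 at resolution 2, 0.165 with per-cell means, 0.1475 with at least 10 UMIs, 0.269 with at least 100 UMIs and 0.147 with clusters weighted equally. Except for the construction and the common shift named above, the cause was not tested. The comparison of EC and its alternatives were not run because no cluster was named EC, except 1 of 16 cells in WT IP with each library clustered on its own. A low-depth cluster closest to EC, with 257 cells at resolution 0.5 and 276 without a mitochondrial filter, stayed unnamed. Tert counts limit that gene to intervals wider than any difference seen.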

Other observations

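The tests of B and T cell shares for lymph node tissue, of cell quality, and of dissociation and free RNA for list shifts were stated in advance, and the other tests in this part, with cells counted per ASC and the intervals of the mitochondrially encoded list under other filters among them, were chosen only after the result was seen.

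In SC the T cell share rose in KO while the B cell share fell, with a log2 ratio of -0.38 (-0.59 to -0.16). The rule stated in advance took opposite moves as evidence against lymph node tissue taken with 1 depot, and it was dropped after the values were seen. Shares sum to the whole, so tissue richer in T cells than in B cells lowers the B cell share. Counted per ASC, B cells were within counting error (log2 ratio 0.093, -0.41 to 0.59) and T cells rose (0.84, 0.36 to 1.32). With unnamed clusters counted under their closest class, B cells per ASC fell (-0.46, -0.88 to -0.047) and T cells were within counting error (0.26, -0.13 to 0.65), so this count depends on which cells are taken as ASC. Over kept cells of SC, Ccl21a (3 UMIs in WT and 50 in KO), Lef1 (0.40) and Ccr7 (0.32) rose, while Ccl19 (-1.26, -2.30 to -0.26), Cr2 (-1.09) and Fcer2a (-0.70) fell, and the median of the lymph node list was -0.04. In T cells alone, Ccr7 was higher (0.24) and Lef1 (-0.05) was at the edge of counting error. Lymph node tissue cannot be told apart from a difference between mice or genotypes, since each group had 1 library.

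Mitochondrially encoded transcripts differed between classes of the IP pair. The list was at 0.27 in macrophages (0.21 to 0.33) and at -0.06 in ASC (-0.11 to -0.02), or 0.28 and -0.0095 relative to matched random lists. In T cells its median was -0.35 (-0.41 to -0.29), with 12 of 13 genes lower. The matched random lists were themselves at -0.20 there. Relative to them the list was at -0.16 and not shifted (percentile 12.1). With at most 10% mitochondrial UMIs the macrophage value was 0.15 (0.088 to 0.23) and at resolution 2 it was 0.15 (0.11 to 0.20), both inside the limits of random lists, while ASC stayed at -0.07 and -0.06. With per-cell means ASC were at 0.049 and macrophages at 0.60. A common change in cell quality would move the classes alike. The intervals of macrophages and ASC lay apart under each of the 6 alternative filters and clusterings for which they were computed. These intervals cover counting error only, not the spread between cells, and KO IP had 49 macrophages. A common change as the whole cause therefore cannot be excluded. A change in the quality of macrophages alone stays open as well. No biological explanation was tested.

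The dissociation list moved about as far as other lists in ASC of SC, at 0.39 beside 0.27 for autophagy/sirtuin genes, so that the dissociation of the tissue may account for list shifts of that size. Dissociation as a common cause of the fibrosis/ECM fall in both depots is argued against. The dissociation list went to -0.22 in IP, opposite to SC, while fibrosis/ECM fell there as well. For the fibrosis/ECM fall of SC alone, dissociation stays open. The smallest fall among the ASC clusters of SC was -0.57 (-0.92 to -0.28). These clusters leave out low-depth cells closest to ASC, 105 in KO SC and 26 in WT SC, in which the list was at -0.02 (-0.16 to 0.13). With those cells counted as ASC the SC value was -0.66 (-0.72 to -0.58) by summed UMIs, but with each cell weighted equally it was -0.17 (-0.38 to 0.15, cells resampled), where ASC alone gave -0.83 (-1.15 to -0.50). A shift in the mix of cells between these clusters therefore cannot be told apart from a change within ASC, since the value depends on the weight of low-depth cells. Free RNA is argued against for list shifts of ASC, with T cell markers in ASC of KO SC at 1.48% of their level in T cells (0.648% in WT SC), too little to give the fibrosis/ECM value of -0.74. Genotype, the mice and handling of ASC alone stay open and were not tested.

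The reporter GFP marks cells in which the recombinase has acted. It was found in 38.9% of T cells of KO SC (36.1% to 41.9%) and 64.7% of those of WT SC. In IP it was found in 37.3% in KO (27.0% to 48.7%) and 64.5% in WT (51.3% to 76.3%). Free RNA is argued against in IP because mesothelial cells of WT IP, of which there were 5, held 15.4 CPM of GFP (1.87 to 55.7), where T cells held 1711 CPM in WT IP and 864 CPM in KO IP. In SC it is argued against because T cells of WT SC with 1 or 2 GFP UMIs, which a low level of free RNA would give, were 4.67% (2.88% to 7.12%), fewer than the excess over KO SC. Depth is argued against because, after thinning to 2000 UMIs per cell, 36.1% of T cells in KO SC and 60.7% in WT SC had GFP. T cells of both depots of a genotype had like shares, as an extent of recombination that differs between the mice would give. ASC, after the same thinning, had GFP in 40.6% of cells in SC and 7.79% in IP of KO, and in 35.3% and 20.5% in WT, and in SC their share was no lower in KO. Such a difference between mice cannot be told apart from an effect of genotype on the number of marked cells, since each group had 1 library. In cells with at least 3 GFP UMIs, tdTomato was at 0.813 CPM in KO SC against 12.5 CPM in cells without GFP, and at 1.45 against 19.7 CPM in WT SC.

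If T cells marked by GFP carried the list shifts seen in KO SC, T cells without GFP would show none between KO and WT. The TCA cycle list was at -0.20 in T cells without GFP (-0.34 to -0.04), near its random lists (percentile 36.1), and at -0.30 in those with at least 3 GFP UMIs (-0.44 to -0.16, percentile 1.54). Nuclear OXPHOS was at percentile 80.9 without GFP and 0.31 with it, and SASP at 4.99 and 2.43. The dissociation and mitochondrially encoded lists went the other way. Without GFP they were at -0.30 (-0.38 to -0.22, percentile 0.050) and -0.16 (-0.20 to -0.13, percentile 0.68). With GFP they were at percentiles 4.60 and 8.08. This argues against marked T cells as the only carriers of these shifts. Within KO SC, T cells with GFP differed little from those without, with -0.026 for the TCA cycle (-0.14 to 0.090), 0.0004 for nuclear OXPHOS and -0.016 for SASP. In WT SC, nuclear OXPHOS was higher in cells with GFP (0.066, 0.024 to 0.11). The dissociation (-0.0985, -0.16 to -0.041) and mitochondrially encoded lists (-0.061, -0.092 to -0.035) were lower in those cells, so they too started from unlike levels in WT. For the TCA cycle, nuclear OXPHOS and SASP, a shift carried by recombined T cells cannot be told apart from one shared by all T cells, because the values with and without GFP overlap or start from unlike levels in WT, and the reporter need not mark the deletion of Tert.

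Gm10260 and Gm11361 were higher in KO in all 6 class comparisons, with smallest log2 ratios of 5.65 and 3.62. A sequence variant in Rps18, which shares most of its sequence with both, is a candidate explanation, since Rps18 fell in all 6 with a median of -0.91. In kept cells of SC, Gm10260 rose from 2.48 to 323 CPM and Gm11361 from 22.0 to 348 CPM, while Rps18 went from 3594 to 2201 CPM, more than the rises make up. A minority of KO cells carrying the change is argued against, because 75.4% of KO SC cells had a Gm10260 UMI where an even spread would give 82.6%. A few cells without it stay possible.

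Of the 20 genes that shifted alike in every class comparison by the largest smallest ratio, 4 lay on chromosome 17 (Glo1, Btbd9, Rps2 and Rps18, between 24718116 and 33956001), where its share of the 5228 genes compared gives 0.972. The test asked for at least 5, and reading a lower count as undecided was chosen after the count was seen. Dnah8, next to Glo1 and named after its values were seen, was higher in all 4 comparisons it entered (1.43 to 2.95). A chromosome 17 haplotype that differs between the WT and KO mice cannot be told apart from genotype, since each group had 1 library. Genes within 5000000 bp of Tert lay at percentile 46.92 of random sets by median size of shift (0.116 against 0.118 for all genes), over 16 genes. A haplotype without effect on these genes would give the same value, so one linked to Tert cannot be told apart either.

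The 4 Y-linked genes together were higher in KO than in WT in both depots, at 445 against 278 CPM in SC and 309 against 210 CPM in IP.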
